A study of Mus musculus with 13 samples.

How the data were processed

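Low-input ATAC and mRNA libraries and Omni-ATAC libraries of mouse E14 embryonic stem cells were analysed from the files the authors deposited. Groups were taken from the sample titles. The experiment number in the titles served as the replicate number. It marks a shared day per the labels, so it pairs libraries across cell numbers.

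Gene counts were deposited by the authors as whole numbers per gene for 5 mRNA libraries, with mm10 coordinates per the file headers. The aligner, the counting program, the annotation version, the use of strand and the treatment of reads that match several places are not stated. Genes with near-identical copies elsewhere, such as Gapdh, Dppa5a and Pou5f1, and overlapping genes are therefore uncertain. No column of the table lay outside the 5 libraries and the gene descriptions. Of 24470 genes, 24463 were matched by gene ID to a RefSeq gene table of GRCm38.p6, and 67% of start positions were equal, against 0% after 1 was added, so the coordinates were read as 1-based mm10. ATAC data were deposited by the authors as intervals, 1 list per library and a unified list for the series. The lists hold no height, score or p-value, and the peak caller, its threshold, and the filters are not stated. The shortest intervals are 9 bp, and these are 24.4% to 59.2% of a list. How the unified list was made is not stated.

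Total counts per mRNA library ran from 13727122 to 20426252. CPM were computed here from the deposited counts as counts scaled to the library's total. Intervals are 95% Wilson intervals, and the floor for a count of 0 is 3 counts; these cover counting error only, since reads without molecular identifiers are not independent molecules. No depth is known for the ATAC libraries. The mRNA libraries were checked for duplicates: the chi-square per gene between any pair was at least 11.0, well above sampling noise.

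Differential expression was tested with edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest, R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05, on the 2 libraries from 10000 cells and the 2 from 20000 cells. The same 4 libraries served for the comparison of cell numbers and of experiments, without a block. The library from 5000 cells has no replicate and was left out of the fits. The pairing was checked over 11575 genes: the differences between experiments at 10000 and at 20000 cells correlated across genes with r = 0.563 and had the same sign in 67% of genes. The steps were tested on simulated counts with 200 genes changed by known folds. In the comparison of cell numbers 0% of 2-fold changes were called (12222 genes) and 64.8% of 4-fold changes (12243 genes). In the comparison of experiments 42.4% (12290 genes) and 98% (12293 genes) were called.

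Genes detected were counted after thinning to the smallest total, with a minimum of 10 counts. Correlations used log2(CPM + 1) over genes with a mean of at least 1 CPM. Trends with cell number were tested by an exact, two-sided permutation test of the number of concordant pairs within each series, with 3 such tests adjusted together. No test had been planned for the correlations, and the permutation of libraries between the experiments was added during the analysis. Peak overlaps and Jaccard indices were computed with bedtools 2.31.1 with an overlap of at least 1 bp. A TSS was taken as the 5′ end of each gene in the count table, and a peak within 1000 bp was called TSS-proximal. A background came from displacing a list by 100000 bp. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

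The tests, the lists of genes and the alternatives were fixed before the data were examined, apart from those stated as added later. Named genes are 10 pluripotency and 10 lineage genes, of which the first 5 of a list are given in full. To these come Hprt, Actb, Gapdh and the mitochondrial mRNAs as a share, and for each comparison the 3 largest rises and the 3 largest falls with an adjusted p under 0.05, a mean of at least 10 CPM and CPM ranges that do not overlap. No gene met this for the cell numbers. Other genes were named after their values were seen. A list of 15 fibroblast genes was written after the Y-linked genes had been seen. The value that decides it, the sum of 3 collagens, was chosen after a median over all listed genes had been seen and had not separated the outcomes.

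The alternatives were edgeR's RLE size factors, library size alone, DESeq2 1.42.0, no filter on low counts, a mean of at least 10 CPM, a block, and a log2 fold change of at least 1. For the other measures they were a pseudocount of 0.1, Spearman correlation, other count minimums, TSS distances of 500 and 2500 bp, an overlap of at least 50% of the shorter peak, the 9097 widest peaks, the unified list, and leaving out each replicate in turn. Leaving out genes of chromosomes 8 and Y, and peaks under 50 bp, were added after the data were seen. A genome sequence was not used here, so GC content was not examined.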

Results

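The series measured open chromatin and gene expression in E14 embryonic stem cells of the mouse, kept in serum and leukemia inhibitory factor. The low-input protocol opened cells with a mild detergent, cut accessible DNA with the transposase Tn5, then pulled messenger RNA out of the same lysate with oligo-dT beads, so that an ATAC library and an mRNA library came from the same cells. It was run with 5000, 10000 and 20000 cells in experiments 1 and 2, which took place on different days. Experiment 1 contributed 10000 and 20000 cells, and experiment 2 contributed 5000, 10000 and 20000 cells, which gave 5 ATAC and 5 mRNA libraries. Omni-ATAC, an established ATAC protocol, was run as the benchmark with 5000, 10000 and 50000 cells, 1 library each. The 13 libraries fall into 9 groups by protocol, assay and cell number, with at most 2 libraries in a group. The groups from 5000 cells and the Omni-ATAC groups have no replicate.

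The mRNA table holds counts for 24470 genes. Total counts were 16762472 for 5000 cells, 13727122 and 15506892 for 10000 cells, and 14944870 and 20426252 for 20000 cells (experiment 1 then experiment 2). A count of 3, the limit that a count of 0 allows, corresponds to between 0.147 and 0.219 CPM (counts scaled to the library total). The 100 most abundant genes took 40.8% to 43.9% of the counts, and the 13 mitochondrially encoded mRNAs took 1.62% to 2.22%. The ATAC files are peak lists, and the read depth behind them is unknown.

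The number of cells was varied to see how far input can be reduced, so the number of genes detected was compared first. After every mRNA library was thinned at random to the smallest total, 11828 genes had at least 10 counts with 5000 cells. With 10000 cells there were 12200 in experiment 1 and 12517 in experiment 2, and with 20000 cells 12231 and 11895. Within experiments, more cells went with more genes in 3 of 4 pairs of libraries (exact permutation test over 12 arrangements, two-sided p = 0.6667, adjusted p = 0.6667 over 3 tests of this kind). With so few arrangements no outcome of this exact test could have fallen under 0.05. The concordant pairs stayed at 3 of 4 with a minimum of 1 count, without thinning, and with a minimum of 1 CPM.

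Expression at 20000 cells was compared with that at 10000 cells over 4 libraries, 2 per group. Of 12523 genes tested with edgeR's quasi-likelihood test, 0 had a Benjamini-Hochberg adjusted p under 0.05. An unadjusted p under 0.05 was found for 101 genes, where 626 would come by chance, so this test was conservative. The biological coefficient of variation was 32% in this fit, because the groups mix the experiments. In simulated data with that spread, 0% of the 2-fold changes and 64.8% of the 4-fold changes were called. The simulation gave every gene the same spread and held no difference between experiments. Changes near 2-fold were thus out of reach of this fit, which ignored the pairing, and that limit need not hold with a block. The alternative that moved the count most took the experiment as a replicate block and called 4 genes, all lower at 20000 cells. They were named after their values were seen. In the paired fit by edgeR, the log2 fold changes were -1.34 ± 0.18 for ATP8 (SE, adjusted p = 1.63e-06), -0.70 ± 0.13 for Rwdd1 (adjusted p = 0.00279), -0.81 ± 0.17 for Eif3j1 (adjusted p = 0.0417) and -0.66 ± 0.14 for Lcmt2 (adjusted p = 0.0451). Without the block, edgeR gave each of them an adjusted p of 0.999. With 1 library left out of that fit the changes stayed negative, and Eif3j1 varied most, from -1.21 to -0.36. The experiment 2 library from 5000 cells was outside these fits. It had 16.6 CPM of ATP8, 66.0 of Lcmt2 and 28.0 of Eif3j1. The experiment 2 library from 10000 cells had more, at 33.7, 87.6 and 30.3 CPM. Rwdd1 went the other way, at 261.6 CPM with 5000 cells and 242.4 CPM with 10000 cells. ATP8 and Lcmt2 therefore did not fall steadily with cell number in experiment 2, with 1 library per cell number. Eif3j1 had 469 counts with 5000 cells and 470 with 10000 cells, too close to tell these apart. The mitochondrial ATP8 gene (mm10 chromosome M, 7766 to 7969) overlaps its neighbour, and how reads in the overlap were counted is not stated.

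The library from 5000 cells was set beside the other experiment 2 libraries without a test. Over 11512 genes with a mean of at least 1 CPM, 341 genes (2.96%, 95% Wilson interval 2.67% to 3.29%) differed at least 2-fold on the log2(CPM + 1) scale from the mean of the libraries from 10000 and 20000 cells. Of these, 69 were higher and 272 lower with 5000 cells. The same measure gave 0.929% for the library from 10000 cells and 0.625% for the library from 20000 cells, each against the other 2 libraries of experiment 2. Among 6485 genes with a mean of at least 10 CPM the share for 5000 cells was 0.278%, and with a pseudocount of 0.1 it was 8.11%. Of the 341 genes, 18 had a mean of at least 10 CPM, so the excess over the comparators lay mainly among weaker genes. The comparators were not computed at that level, and the excess rests on 1 library.

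The repeat on another day was made to assess reproducibility. Across the same 11512 genes, Pearson's r of log2(CPM + 1) averaged 0.984 ± 0.0032 (SD, 4 pairs) for libraries of the same experiment and 0.965 ± 0.0052 (SD, 6 pairs) for libraries of different experiments. These correlations are across genes, which are not independent replicates. For libraries with the same cell number in different experiments, r was 0.961 with 10000 cells and 0.973 with 20000 cells, and the lowest r within an experiment was 0.981. The difference between the 2 means was 0.0182, and none of the other splits of the 5 libraries gave as large a difference (exact permutation test, 10 splits, two-sided p = 0.1, the smallest this design allows). The difference ranged over the alternatives from 0.0084 with all genes with a count to 0.0255 with a pseudocount of 0.1. With all genes with a count, the lowest r within an experiment (0.9855) and the highest between experiments (0.9854) nearly met.

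**Figure D1:**
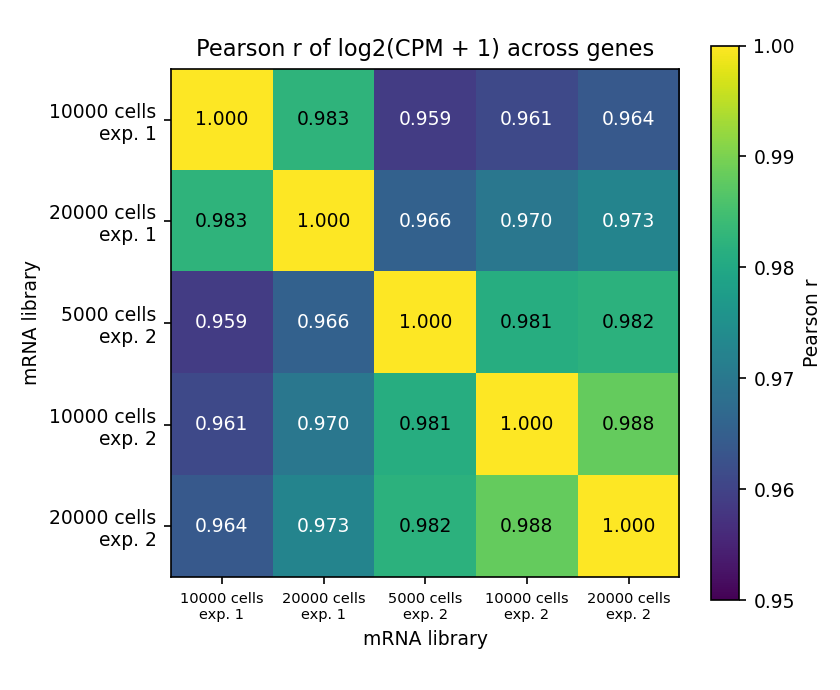
Pearson's r of log2(CPM + 1) across 11512 genes for each pair of the 5 mRNA libraries, with both axes listing libraries by cell number and experiment, and colour giving r from 0.95 to 1. The 4 pairs within an experiment lie at 0.981 or above, and the 6 pairs between experiments at 0.973 or below.

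Experiment 2 was then compared with experiment 1 over the same 4 libraries. With edgeR's quasi-likelihood test, 1567 of 12523 genes had an adjusted p under 0.05, of which 720 were higher and 847 lower in experiment 2. The coefficient of variation was 17.1%, and the fit called 42.4% of simulated 2-fold changes and 98% of 4-fold changes. Requiring also an absolute log2 fold change of at least 1 moved the count most, to 612 genes. The experiments differ in day, and nothing in the labels separates the day from the state of the culture. Libraries of an experiment share a day per the labels. The spread and the p-values therefore rest on libraries of the same day and carry no replication of days.

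The 3 largest rises among genes with a mean of at least 10 CPM and groups that did not overlap were Meg3, Trh and Id2. Meg3 (mm10 chromosome 12, 109540996 to 109571729) rose from 1.29 ± 0.028 CPM in experiment 1 to 24.0 ± 2.64 CPM in experiment 2 (SD, n = 2 each; log2 fold change 4.21 ± 0.29 SE, edgeR adjusted p = 2.03e-10). Trh (chromosome 6, 92242061 to 92244650) rose from 7.37 ± 1.53 to 51.4 ± 7.55 CPM (log2 fold change 2.81 ± 0.20, edgeR adjusted p = 4.08e-10). Id2 (chromosome 12, 25093799 to 25096092) rose from 20.4 ± 1.03 to 96.0 ± 1.39 CPM (2.24 ± 0.15, edgeR adjusted p = 2.03e-10). The largest falls were in Fkbp6, Calml4 and Tsx. Fkbp6 (chromosome 5, 135291704 to 135350044) went from 54.5 ± 4.67 to 2.60 ± 1.25 CPM (log2 fold change -4.43 ± 0.25, edgeR adjusted p = 1.73e-11). Calml4 (chromosome 9, 62858104 to 62875918) went from 47.8 ± 13.6 to 4.62 ± 0.304 CPM (-3.37 ± 0.22, edgeR adjusted p = 2.00e-10). Tsx (chromosome X, 103414467 to 103424583) went from 24.1 ± 0.46 to 3.10 ± 1.01 CPM (-2.94 ± 0.26, edgeR adjusted p = 2.25e-08). In the library from 5000 cells, which was outside the fit and belongs to experiment 2, Meg3 had 18.5 CPM, Trh 50.8, Id2 89.7, Fkbp6 1.61, Calml4 5.79 and Tsx 2.69.

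The 10 pluripotency genes fixed beforehand each had a mean of at least 10 CPM over the 5 libraries, from 13.8 CPM for Tfcp2l1 to 1573 CPM for Dppa5a. Means were 195.2 ± 39.9 CPM for Pou5f1, 159.0 ± 17.3 for Sox2, 227 ± 15.8 for Nanog, 76.1 ± 12.1 for Klf4 and 399 ± 62.9 for Zfp42 (SD, n = 5). Between cell numbers, 0 of the 10 were called, and 0 had an unadjusted p under 0.05. Between experiments, 3 were called over all genes tested and 4 when adjusted over the list alone. Klf4 (log2 fold change 0.42 ± 0.13 SE, edgeR adjusted p = 0.0381) and Zfp42 (0.38 ± 0.11, edgeR adjusted p = 0.0282) were higher in experiment 2, and Utf1 (-0.57 ± 0.11, edgeR adjusted p = 0.00145) was lower. Sox2 (0.31 ± 0.12) passed only over the list. In the experiment 2 library from 5000 cells, outside the fit, Klf4 had 71.1 CPM. That is nearer to experiment 1 (65.1 and 67.2 CPM) than to the fitted experiment 2 libraries (83.7 and 93.4 CPM). Zfp42 (466.3 CPM) and Utf1 (424.0 CPM) lay on the side of experiment 2 there, and Sox2 (159.9 CPM) lay between the experiments. Zfp42 lies on chromosome 8, whose genes had a median shift of 0.46 in the same direction.

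Of the 10 lineage genes, 0 reached a mean of 10 CPM, with a highest mean of 3.24 CPM for Pax6. Only 4 had enough counts to be tested. Between cell numbers 0 were called, and 0 had an unadjusted p under 0.05. Between experiments 2 were called over all genes tested and 3 when adjusted over the list alone. Pax6 had 2 and 0 counts in the experiment 1 libraries from 10000 and 20000 cells, against 108 and 72 in experiment 2. Gata6 had 44 and 22 counts in experiment 1 against 0 and 6 in experiment 2. Eomes passed only over the list. In the experiment 2 library from 5000 cells, outside the fit, Pax6 had 93 counts and Gata6 had 0, on the side of experiment 2. Eomes had 0.66 CPM there. That is near the mean of 0.62 CPM in experiment 1 and below 2.38 CPM in the fitted experiment 2 libraries. Of the reference genes, Actb averaged 997 ± 173 CPM and Gapdh 1938 ± 327 CPM (SD, n = 5). Actb was higher in experiment 2 (log2 fold change 0.50 ± 0.11 SE, edgeR adjusted p = 0.00246). Gapdh (0.33 ± 0.12) passed only when adjusted over the list. Hprt had at most 13 counts in any library and was not tested.

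The genes called between experiments were not spread evenly over chromosomes, a comparison chosen after the values were seen. Over genes with a mean of at least 10 CPM, the median log2 fold change of the 410 genes on chromosome 8 was 0.46, and 91.2% of them were higher in experiment 2. Chromosome 8 held 29.2% of the genes called higher but 5.5% of the genes tested. Medians were 0.19 on chromosome 14 and 0.13 on chromosome X, and they were -0.26 on chromosome 15 and -0.10 on chromosome 17. For each of these 5, at most 1 of 10000 random gene lists matched on expression lay as far from the median of all genes (adjusted p of 0.0005 to 0.0008 over 20 chromosomes). Chromosomes 1, 3, 5, 7 and 11 also had an adjusted p under 0.05 in this comparison, with medians of 0.07, 0.07, -0.06, -0.06 and -0.03. The random lists treat genes as independent, so these p-values measure the drawing of genes and carry no replication of days. Chromosome 8 also held a larger share of the ATAC peaks in experiment 2. It held 5.41% and 5.25% of the peaks in the experiment 1 lists from 10000 and 20000 cells, against 6.98% and 6.66% in experiment 2. Without the genes of chromosomes 8 and Y, 1218 genes were called between experiments.

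**Figure D2:**
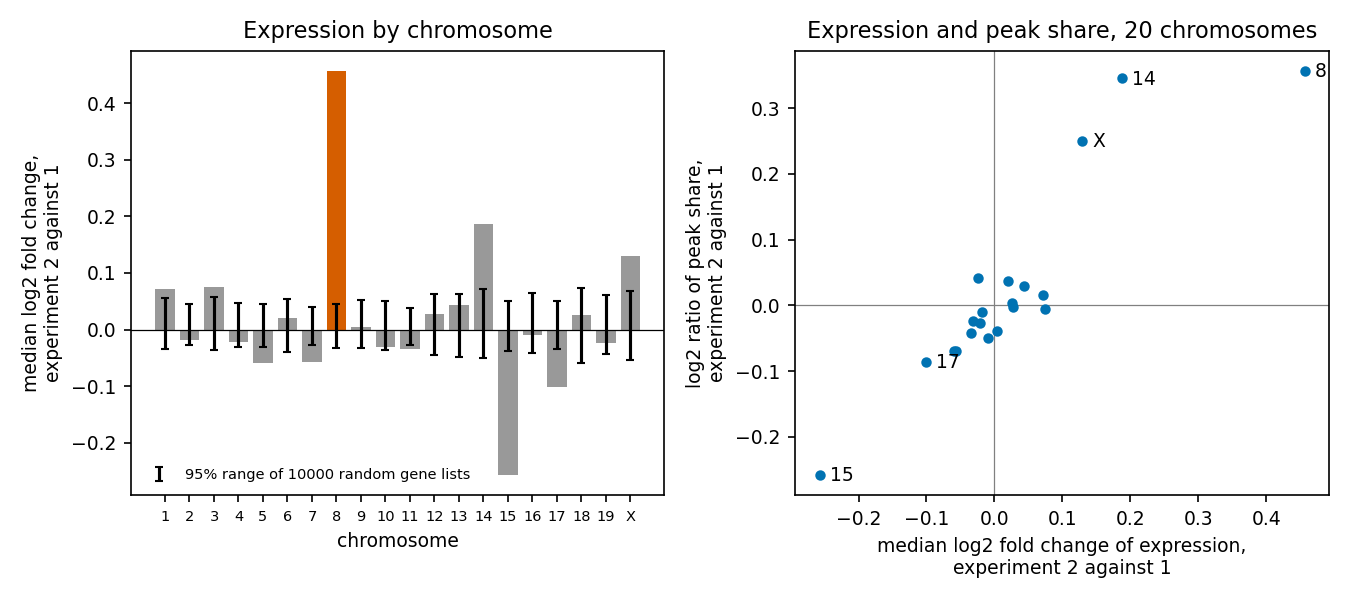
Left, median log2 fold change of expression between experiments 2 and 1 for each chromosome (bars), with the 95% range of 10000 random gene lists matched on expression (black intervals). Right, the same medians against the log2 ratio of the share of ATAC peaks between experiments 2 and 1, averaged over 10000 and 20000 cells, 1 point per chromosome; chromosome 8 is highest at 0.46 and 0.36, and chromosome 15 lowest at -0.26 and -0.26.

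The ATAC lists were compared by cell number within each of 3 series, namely experiment 1, experiment 2 and Omni-ATAC. The low-input lists held 18637 peaks with 5000 cells, 18877 and 29870 with 10000 cells, and 27016 and 49508 with 20000 cells (experiment 1 then experiment 2). The Omni-ATAC lists held 9097, 31207 and 95457 peaks with 5000, 10000 and 50000 cells. More cells went with more peaks in 7 of 7 pairs (exact permutation test over 72 arrangements, two-sided p = 0.0278, adjusted p = 0.0417 over 3 tests). The same 7 of 7 pairs were found for the covered length, which ran from 0.409 to 15.6 Mb. Read depth was not given, so cell number and depth cannot be told apart here. At equal cell number the experiment 2 list was longer than that of experiment 1.

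The share of peaks within 1000 bp of a transcription start site (TSS) fell with cell number. It was 42.6% with 5000 cells (95% Wilson interval 41.9% to 43.3%), 41.2% and 37.2% with 10000 cells, and 36.7% and 30.9% with 20000 cells. In the Omni-ATAC lists it was 47.2%, 36.3% and 21.6%. The share rose with cell number in 0 of 7 pairs (exact permutation test, two-sided p = 0.0278, adjusted p = 0.0417 over 3 tests). The background, from peaks displaced by 100000 bp, was 3.21% to 3.63%. When each list was cut to its 9097 widest peaks, 5 of 7 pairs had a higher share at more cells, with no clear trend (exact permutation p = 0.5). The low-input shares were then 47.7% and 46.8% in experiment 1 and 50.7%, 49.6% and 51.3% in experiment 2. The Omni-ATAC shares rose throughout, at 47.2%, 48.3% and 61.1%. The Omni-ATAC list from 5000 cells holds 9097 peaks and stayed uncut, with 59.2% of its peaks 9 bp wide.

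**Figure D3:**
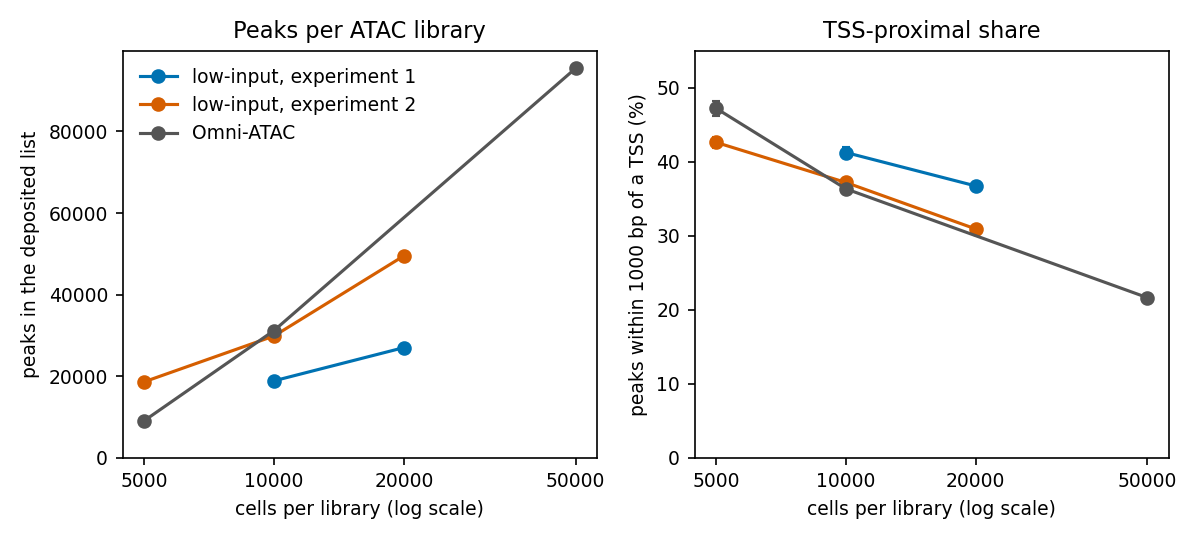
Peaks per deposited list (left) and the percentage of peaks within 1000 bp of a TSS (right) against cells per library on a log axis, with 1 point per ATAC library, lines joining libraries of 1 series, and 95% Wilson intervals on the right. Counts rise and shares fall along each line, from 9097 to 95457 peaks and from 47.2% to 21.6% for Omni-ATAC.

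Peak positions were compared between experiments as the share of the shorter list that overlapped the longer by at least 1 bp. With 10000 cells 71.7% of the experiment 1 peaks overlapped an experiment 2 peak (95% Wilson interval 71.1% to 72.4%), and with 20000 cells 81.2% did (80.7% to 81.7%). The Jaccard indices in bp were 0.352 and 0.324. Displacing a list by 100000 bp left at most 2.02% overlapping in any pair of lists. The shares ranged over the alternatives from 63.7% and 62.1%, with each list limited to its 9097 widest peaks, to 85.9% and 97.7%, for peaks in the deposited unified list. Each region of the unified list overlapped at least 2 lists, so those upper values are raised by construction.

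Low-input and Omni-ATAC lists were compared to benchmark the protocol. With 5000 cells 29.6% of the low-input peaks overlapped an Omni-ATAC peak, and 61.7% of the Omni-ATAC peaks overlapped a low-input peak. With 10000 cells the shares were 58.8% ± 6.04 and 45.4% ± 10.6 (SD, n = 2 low-input lists). Of the low-input peaks, 91.9% ± 3.34 (SD, n = 5 lists) overlapped a peak of the Omni-ATAC list from 50000 cells. That list was the longest, and with every list cut to its 9097 widest peaks the share was 50.0%. There is 1 Omni-ATAC library per cell number, so no test between protocols was made.

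The deposited unified list held 18310 regions of at least 50 bp. Of these, 4902 (26.8%) overlapped a peak in all 8 lists and 9128 (49.9%) in all 5 low-input lists. The lists from 5000 cells covered 67.7% of the regions by the low-input protocol and 36.1% by Omni-ATAC. With 10000 cells the low-input lists covered 68.6% and 90.3%, and the Omni-ATAC list 84.9%.

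Peaks within 1000 bp of the TSS of the first 5 genes of each fixed list were counted over the 8 ATAC libraries. Zfp42 (TSS at mm10 chromosome 8, 43307009) had one in 8 libraries, Sox2 (chromosome 3, 34649995) in 7, Klf4 (chromosome 4, 55532475) in 6, Pou5f1 (chromosome 17, 35506032) in 4 and Nanog (chromosome 6, 122707489) in 2. Of the lineage genes, Gata4, Gata6, Sox17, T and Pax6 had a peak in 0 of the 5 low-input libraries. In the 3 Omni-ATAC libraries Gata6 had one in 2, Gata4, T and Pax6 in 1 each, and Sox17 in 0. Gata4, T and Pax6 had it only in the list from 50000 cells, the longest with 95457 peaks. Gata6 had it there and in the list from 10000 cells. The T and Pax6 peaks were 9 bp wide, the shortest width in the lists. For Gata4, T and Pax6, protocol and list length cannot be told apart.

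Because both layers came from the same cells, expression was compared between genes with and without a promoter peak in each of the 5 matched pairs. Genes with a peak within 1000 bp of the TSS were 31.1% of all genes in the pair from 5000 cells and up to 50.3% in the experiment 2 pair from 20000 cells. The median log2(CPM + 1) was higher with a promoter peak in 5 of 5 pairs, by 3.46 ± 0.16 (SD, n = 5). Without a peak the median was 0.175 in the experiment 2 pair from 10000 cells and 0 in every other pair. The difference is therefore mainly the level of the genes with a peak above that floor. The area under the ROC curve for calling genes of at least 1 CPM from the presence of a peak was 0.752 ± 0.0353, and 0.677 ± 0.0585 with peaks of at least 50 bp. No test was made within a library, since genes are not replicates. A pseudocount of 0.1 moved the difference most, to 6.45, since it lowers the value of a gene at 0 CPM to -3.322.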

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

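No group held 4 libraries, so a test for a library far from its group could not be made. The differences below were found by comparing the direction of a change between experiments or between cell numbers. Apart from a split of the mRNA libraries given below, they were not tested for significance, because each cell number has 1 library per experiment. No test below was chosen before the results were seen.

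Going from 10000 to 20000 cells, some values moved one way in experiment 1 and the other way in experiment 2. Genes with at least 10 counts after thinning rose by 31 in experiment 1 and dropped by 622 in experiment 2, a difference of -653. The share of the 100 most abundant genes rose by 0.41 percentage points and dropped by 1.73, a difference of -2.14. Thinning removed the library total as a cause of the first. No biological explanation was tested, since the cell number is a count of input and not a state of the cells.

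The same held for 10 of the 13 genes given in full in the report. Differences between the experiments in the log2 change from 10000 to 20000 cells were 1.20 for Pou5f1, 0.73 for Trh, 0.72 for Tsx, 0.46 for Gapdh, 0.27 for Meg3, 0.15 for Sox2, 0.11 for Zfp42, 0.093 for Actb, -0.20 for Nanog and -1.20 for Fkbp6. Opposite signs arise by chance where cell number has no effect. Over 11079 genes with at least 10 counts in each of the 4 libraries, 49.7% had opposite signs. A split of the 4 libraries that sets 10000 cells of 1 experiment with 20000 cells of the other, which measures this contrast in all genes, gave 0 of 12523 genes with an edgeR adjusted p under 0.05 and 63 with an unadjusted p under 0.05, where 626 would come by chance. Each group of that split holds a library of each experiment, so the difference between experiments widens the spread, and the low count says little about opposite signs. Pou5f1 and Fkbp6 had the largest differences. Pou5f1 had 230 and 151 CPM at 10000 and 20000 cells in experiment 1 and 155 and 233 CPM in experiment 2. Reads shared with copies of Pou5f1 elsewhere in the genome remain open, since their treatment is not stated.

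The benchmark changed sign with cell number. With 5000 cells the low-input list held 9540 more peaks than the Omni-ATAC list, and with 10000 cells the low-input lists held fewer, with differences of -12330 and -1337 peaks (experiment 1 then experiment 2). The gap between the mean differences was 16373.5 peaks. It mixes experiments, since the list from 5000 cells belongs to experiment 2, and within experiment 2 the gap was 10877 peaks. The TSS-proximal share followed in the other direction. The difference of low-input from Omni-ATAC was -4.6 percentage points with 5000 cells and 4.91 and 0.86 points with 10000 cells, a gap of -7.49 points, or -5.46 within experiment 2. A longer list had a lower TSS-proximal share in each of these comparisons. Read depth is unknown and there is 1 Omni-ATAC library per cell number, so protocol, depth, a weak library and the state of the culture cannot be told apart. The day and culture of the Omni-ATAC libraries are not stated in the labels, and no biological explanation was tested.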

How the results depend on the processing

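Leaving out chromosomes 8 and Y and leaving out peaks under 50 bp were tried only after the data were seen. Asking for a stricter peak threshold was not run, because the lists carry no score.

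The comparison of 20000 with 10000 cells gave 0 genes under RLE size factors, library size alone, DESeq2, a mean of at least 10 CPM, a log2 fold change of at least 1, and without chromosomes 8 and Y. Without the filter on low counts it gave 2 lower genes, ATP8 and Gm20139, the latter with 73 counts in 1 library and 0 in the others. With the replicate block, in which the paired design takes out the difference between experiments, it gave 4.

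The 1567 genes called between experiments ranged from 1218 to 1765 over the settings without a fold-change threshold. The lowest came from leaving out chromosomes 8 and Y, with fewer genes tested, and the highest from blocking on cell number. DESeq2 called 1332 genes, of which 1301 were among the 1567. A log2 fold change of at least 1 left 612, by construction a subset. With 1 replicate left out no calls were made. Of 284 gene fold changes under the other alternatives, 277 kept their side of the threshold and 7 passed it; of 168 with 1 replicate left out, 44 moved by more than their SE and 0 called values changed sign. Among the genes called with the block, these ranges were -1.68 to -0.98 for ATP8, -1.21 to -0.36 for Eif3j1, -0.89 to -0.48 for Rwdd1 and -0.84 to -0.46 for Lcmt2. Gapdh, at an edgeR adjusted p of 0.0647 between experiments, had 0.0106 without the filter on low counts and 0.0449 with a mean of at least 10 CPM. Of 32 counts by direction, 28 stayed within 1.5-fold of their first value or at a first value of 0, 2 became smaller and 2 larger by more. The counts between cell numbers had a first value of 0, for which no fold is defined. Those that stayed at 0 say little about stability, and the 2 larger ones are rises from 0. Without a fold-change threshold, the 720 genes higher in experiment 2 ranged from 507 to 842 and the 847 lower from 711 to 941, and without the filter on low counts more genes were higher (842) than lower (835).

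The share of genes that differed with 5000 cells went to 4.36% against all 4 other libraries, 8.11% with a pseudocount of 0.1 and 0.278% with at least 10 CPM. The first includes the difference between experiments by construction, and the last 2 show that weak genes set the share. The difference in mean correlation was 0.0255 with a pseudocount of 0.1, 0.0084 with all genes with a count, 0.0218 with at least 10 CPM and 0.0229 with Spearman's rho, and 0.0182 after thinning. Its sign held in each.

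Pairs with more peaks at more cells stayed at 7 of 7 on assembled chromosomes, by covered length, by unified regions and with peaks of at least 50 bp. Leaving out 1 low-input replicate left 5 to 6 pairs, all in that direction (exact permutation p of 0.0556 to 0.0833), and for the TSS-proximal share 0 to 0 pairs with a rise, with too few arrangements to reach the threshold. The TSS-proximal share kept its direction at 500 bp, 2500 bp and with peaks of at least 50 bp. With the widest peaks it rose in 5 of 7 pairs, with no clear trend (exact permutation p = 0.5). The cause was not tested. Concordant pairs for genes detected were 2 in each fit without 1 replicate.

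Peak overlap moved with the choice of peaks. Between experiments with 10000 cells it was 68.4% when 50% of the shorter peak had to be shared, 63.7% for the widest peaks, 85.9% in the unified list and 84.2% for peaks of at least 50 bp. With 20000 cells these were 78.2%, 62.1%, 97.7% and 92.6%. For low-input peaks in Omni-ATAC with 5000 cells they were 28.1%, 48.1%, 38.1% and 24.3%, and for the reverse 58.5%, 49.2%, 73.7% and 81.3%. With 10000 cells, low-input peaks in Omni-ATAC reached 76.9% in the unified list and 66.8% with peaks of at least 50 bp, and the reverse 57.9% for the widest peaks and 72.3% in the unified list. Against the Omni-ATAC list from 50000 cells the share was 50.0% for the widest peaks, 99.5% in the unified list and 97.5% with peaks of at least 50 bp. Each region of the unified list overlapped at least 2 lists, so limiting peaks to it favours shared peaks and raises these shares by construction. The causes of the other moves were not tested.

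The difference in expression by promoter peak was 3.29 with peaks within 2500 bp, 6.45 with a pseudocount of 0.1 and 3.15 for genes with at least 1 count. Its sign held in 5 of 5 pairs under each. The area under the ROC curve fell to 0.677 with peaks of at least 50 bp, where the difference was 3.57. Without the block, the spread between experiments kept 2-fold changes between cell numbers out of reach.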

Other observations

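The tests of windows along chromosome 8, of trends with expression and gene length and of promoter peaks were written down before their results were seen. The others, including that of the neighbours of Meg3, were chosen after the result was seen.

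The shift of chromosome 8 genes between experiments ran along the chromosome. In 10 of 10 windows of 41 genes each, the median log2 change was above 0.19, the highest median of any other autosome, with windows from 0.34 to 0.58. A few strong genes are argued against by the 91.2% of chromosome 8 genes that were higher in experiment 2. A trend with expression level or gene length is argued against by the median of 0.46 that remained after both trends were taken out (0.4614, against 0.4567 before), a correction that moved genes by a median of 0.0417. A single mislabelled library is argued against by the position of 10 of 10 low-input and mRNA libraries on the side of their own experiment. Relative to other autosomes, chromosome 8 genes lay at -0.26 and -0.29 in the experiment 1 libraries and at 0.19, 0.16 and 0.20 in those of experiment 2.

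The peak lists showed the same difference. The share of peaks on chromosome 8 was 5.41% and 5.25% in experiment 1, 7.42%, 6.98% and 6.66% in experiment 2, and 5.36%, 5.23% and 5.13% in the Omni-ATAC lists. The number of peaks as the whole cause is argued against by the other lists, which run from 9097 to 95457 peaks, beyond the 18637 to 49508 of experiment 2 at either end. The lowest experiment 2 share was 1.23 times the highest of these 5 lists (1.232), a comparison of lists without a p-value. Over 20 chromosomes, the median shift of expression and the shift of the peak share correlated with Pearson's r = 0.909 and Spearman's rho = 0.841 (permutation p = 2e-05 for each, the smallest these permutations can give). Without chromosomes 15 and 8, the farthest from the median, r was 0.876, and without chromosome 8 it was 0.9. Chromosomes are not independent samples of cells, so this compares these 2 experiments only. Since r barely changed without chromosome 8, it describes the chromosomes jointly and decides nothing on chromosome 8.

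A candidate explanation is that the experiment 2 cells carried extra copies of chromosome 8 in part or all of the culture, as tested in expression by the 10 windows on that chromosome. Chromosome 14 moved nearly as far in peak share (0.35 against 0.36) but less in expression (0.19 against 0.46), and chromosomes 14, 15 and X had no test of their own along their length. A gain from 2 to 3 copies in every cell would be a log2 ratio of 0.585, above the 0.46 seen. What stays open is the share of cells affected and whether GC content, which differs between chromosomes, contributed to both layers; it was not tested, as no genome sequence was used here. Culture and library day coincide with the experiment, so copy number is a hypothesis that DNA from the same cultures would have to decide.

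The 7 chromosome Y genes that lie before mm10 position 90000000 and had a count in any library had 0 counts in both experiment 1 libraries. Erdr1, beyond that position, had counts in all 5 libraries. The 7 genes summed to 23.3 ± 3.47 CPM in experiment 2 (SD, n = 3), at least 106.5-fold higher than the floor of 3 counts allows in experiment 1. Eif2s3y was the highest, at 10.5 ± 2.30 CPM. Depth is argued against, because 671.4 counts would have been due in experiment 1 at the experiment 2 rate. Male fibroblasts in experiment 2 are argued against by collagen transcripts: Col1a1, Col1a2 and Col3a1 summed to 0.857 CPM in experiment 2 and 1.53 CPM in experiment 1. That sum replaced a median over the whole list, which had been seen and decided nothing. Of the 15 fibroblast genes 7 were expressed enough to be tested, 4 higher and 3 lower, with S100a6 called higher, Thy1 and Sparc called lower, and Fn1 at 199.4 CPM in experiment 2, so that part of the list is also expressed by these cells. Loss of chromosome Y from the experiment 1 cells may explain the zeros, but the peaks do not decide it. Outside the last megabase, experiment 1 lists had 2 Y peaks of 45893 and experiment 2 lists 9 of 98015 (Fisher's exact test, p = 0.52), too few to tell loss from silence.

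Meg3, Rian and Mirg, neighbouring noncoding genes on chromosome 12, were lower in experiment 1; Rian and Mirg were looked at after Meg3 had been seen. Rian had 0 and 1 counts in experiment 1 against 113 and 165 in experiment 2, and Mirg had 5 and 2 against 72 and 109. A copy change of the surrounding region by a like amount is argued against by the 5 genes within 1000000 bp with a mean of at least 10 CPM. Their log2 changes ran from -0.32 to 0.21 (largest SE 0.15), against 4.21 for Meg3. Over all 12 expressed neighbours, 7 were lower and 5 higher in experiment 2, with 0 called. A deletion limited to the interval of the 3 genes and silencing of the imprinted domain may each explain the pattern and were not tested.

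Promoter peaks were compared with expression changes outside chromosomes 8 and Y. The 754 genes with a promoter peak only in the experiment 2 lists had a median log2 change 0.0756 above that of the 9 genes with one only in the experiment 1 lists (permutation test, p = 0.674). The medians were 0.0088 and -0.0668. The 5388 genes with a promoter peak in all 4 lists had a median of 0.0106, so the 754 genes showed no excess over them. With 9 genes in a group, and with longer experiment 2 lists, whether the layers follow each other gene by gene cannot be told apart from list length.

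Among the 3 ways to split the 4 mRNA libraries into pairs, 1 gave as many genes as the split by experiment, namely that split itself, with 1567 genes against 0 and 0. With 3 splits no share under 0.05 can be reached, and the other splits mix the experiments within groups, which widens their spread.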
